A study of Rattus norvegicus with 17 samples. Its data were reported in "Effects of repetitive Iodine thyroid blocking on the foetal brain and thyroid in rats: a systems biology approach" (2020).

How the data were processed

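Total RNA from the cortex of male Wistar offspring was labelled with Cy3 and hybridised to Agilent one-colour arrays. RNA with an integrity number above 7.5 was sought, with absorbance ratios above 1.8 (for protein) and 1.5 (for salts and solvents). Samples were grouped by their titles into 8 control and 9 KI arrays. The labels do not give the mother, slide or scan of a sample. The study's methods describe fewer pregnant rats than there are arrays here, so some pups must share a mother. Which ones do is not given, so p-values measure the spread between these samples.

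The values deposited by the authors are log2 signals, normalized between arrays. The study names limma for their analysis, and the background correction, normalization method and log base are not given in the sources used here. Base 2 was taken from the span of the values, which run from 3.53 to 18.6. The array medians run from 7.47 to 7.78. The table lists 62976 features by number, with control spots among them and no probe or gene name. The features were therefore tested 1 by 1, control spots and repeat spots of a probe could not be recognised by name, and the planned averaging of repeat spots could not be done by probe. The 42 gene lists fixed in advance, the scores per array of those lists, the genes named in the study and the brain region markers were not analysed here for the same reason. No 2 features held the same values, and signal over background was not given.

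The groups were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, two-sided, on the 31488 features whose mean over the 17 arrays was above the median of 7.48, with Benjamini-Hochberg adjustment and a threshold of 0.05. The rule for named features, fixed before the data were examined, took the smallest p where none passed. With no gene names it was limited to 2 features higher and 2 lower in the KI group. The test was checked on simulated values and on the real deviations of the arrays, with 200 features changed by known folds in each of 20 draws. Group differences on principal components 1 to 3 of the 500 most variable features were tested with an exact permutation test over 24310 splits. The sPLS-DA was run with mixOmics 6.26.0, 1 component and 10 features chosen anew in each leave-one-out round, against 100 relabellings.

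The alternatives fixed before the data were examined were other filters on dim features (none, the features above the 75th percentile, the 15000 brightest), quantile, upper percentile and cyclic loess normalization, an intensity trend with robust variances, array weights, the replicate number as a block, surrogate variables, an unmoderated t-test per feature, leaving out each array in turn, other features for the components and 5, 25 or 50 features in the sPLS-DA. The study's results name a t-test without its form and its methods name limma, so the equal variances and the Benjamini-Hochberg adjustment of the unmoderated test were choices made here. The fit with surrogate variables was tried and then left out of the results, because its tool could not be loaded when they were rebuilt. Alternatives chosen after seeing the data were the removal of position effects, leaving out control replicate 2 and KI replicate 1 together, the sides of component 1 as a block and as separate comparisons, and the averaging of repeat spot sets.

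The length of an array row, 164 features in 384 rows, was found from the correlation of deviations at distances of 50 to 250 features. Position effects were removed as a local median over 21 by 21 features, using Python 3.11.15 with scipy 1.17.1. Sets of near-identical features were found by average linkage among tested features with an SD of at least 0.5, at a root mean square distance of 0.3 and with at least 8 members. Sets whose means correlated at 0.95 or more were joined as moving together.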

Results

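Gene expression was measured in the cortex of 17 male Wistar rats whose mothers had been given potassium iodide (KI) or saline during gestation. Potassium iodide is a source of stable iodine that fills the thyroid and keeps radioactive iodine out of it. The control group held 8 arrays and the KI group 9, with 1 array per sample. The sample labels name the tissue with both cortex and cerebellum, while the study's methods name the cerebral cortex. Each array gave a log2 signal for 62976 features, and the number of arrays limits the precision of every value. The median signal of an array lay between 7.47 and 7.78 and the third quartile between 11.08 and 11.12. Over the 31488 features tested, the correlation between 2 arrays ran from 0.976 to 0.994 across features, with a median of 0.9865 for the 64 pairs within a group and 0.9861 for the 72 pairs between the groups. Features are not independent replicates. The files pair features with their number on the array and not with genes, so no gene is named.

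The comparison of the KI group with the control group asks whether exposure before birth left a difference in cortical gene expression in the young adult. No feature passed the test of a difference between the groups. With limma and Benjamini-Hochberg adjustment, 0 features were higher and 0 were lower in the KI group at an adjusted p of 0.05, and the smallest adjusted p was 0.923. At an unadjusted p of 0.05 limma counted 1640 of 31488 features, or 5.21%, where 1574 would be counted on average with no effect. This share rose to 11.98% with array weights, 8.43% without control replicate 4 and 8.01% without KI replicate 8, and was 3.41% without KI replicate 1, with 0 features at an adjusted p of 0.05 under array weights and without control replicate 4 or KI replicate 1, and 1 without KI replicate 8. Of the 1640 features, 720 were higher and 920 were lower in the KI group. At an unadjusted p of 0.001 there were 14 features, against 31.5 with no effect. An unmoderated test per feature with equal variances, run on the same values, gave 0 features after adjustment and 1515 at an unadjusted p of 0.05. A single feature had no overlap between the groups, which is 0.0032% of those tested, where chance gives 0.0082%.

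**Figure D1:**
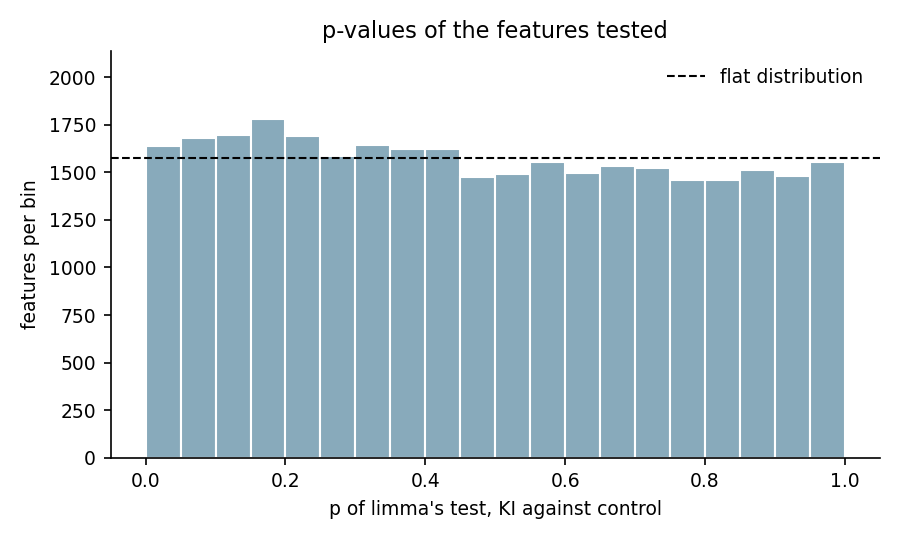
Number of features in each bin of p (width 0.05) from limma's test of the KI group (n = 9) against the control group (n = 8), with the dashed line at the 1574 features per bin of a flat distribution. The bin of the lowest p holds 1640 features and the others lie between 1460 and 1782.

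The differences between the groups were small. The median absolute difference was 0.06 on the log2 scale, with a median standard error of 0.09, and 99% of features lay below 0.57. The 95% confidence interval of the difference stayed within 1.5-fold in either direction for 93.0% of features and within 2-fold for 98.3%. There were 11 features with a difference of at least 2-fold, and their smallest adjusted p was 0.923. Differences were planted in 200 of 31488 features at once, on the real deviations of these arrays. They were recovered in 15.5% of cases for a 1.2-fold change, 78.3% for 1.5-fold, 94.3% for 2-fold and 98.8% for 3-fold. False calls per draw had a median of 1.5 and a highest of 40. The Benjamini-Hochberg cut depends on how many features change. These rates therefore do not carry over to fewer changed features, for which recovery was not tested. A change of 1.2-fold was thus missed in most cases, and a p that misses the threshold does not show that a feature was the same in both groups.

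The features with the smallest p in each direction are given as values that did not pass the test. Feature 14576 had a log2 signal of 9.31 ± 0.11 (SD, n = 8) in the control group and 9.62 ± 0.16 (SD, n = 9) in the KI group. Its difference was 0.31 ± 0.07 (SE), and all 9 KI arrays lay above the control mean. Feature 6664 had 9.92 ± 0.40 (SD, n = 8) and 10.49 ± 0.18 (SD, n = 9), a difference of 0.57 ± 0.14 (SE), with 9 of 9 KI arrays above the control mean. Feature 37128 had 9.01 ± 0.10 (SD, n = 8) and 8.64 ± 0.18 (SD, n = 9), a difference of -0.36 ± 0.07 (SE), with 8 of 9 KI arrays below the control mean. Feature 24123 had 9.27 ± 0.10 (SD, n = 8) and 8.88 ± 0.21 (SD, n = 9), a difference of -0.38 ± 0.08 (SE), again with 8 of 9 KI arrays below. The adjusted p from limma was 0.923 for each of the 4 features. Without KI replicate 8 it was 0.0556 for feature 37128 and 0.0666 for feature 24123, the lowest over the 31 other settings that gave them a value, where the highest was 1. The lowest for features 14576 and 6664 was 0.182 and 0.215, both with array weights.

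**Figure D2:**
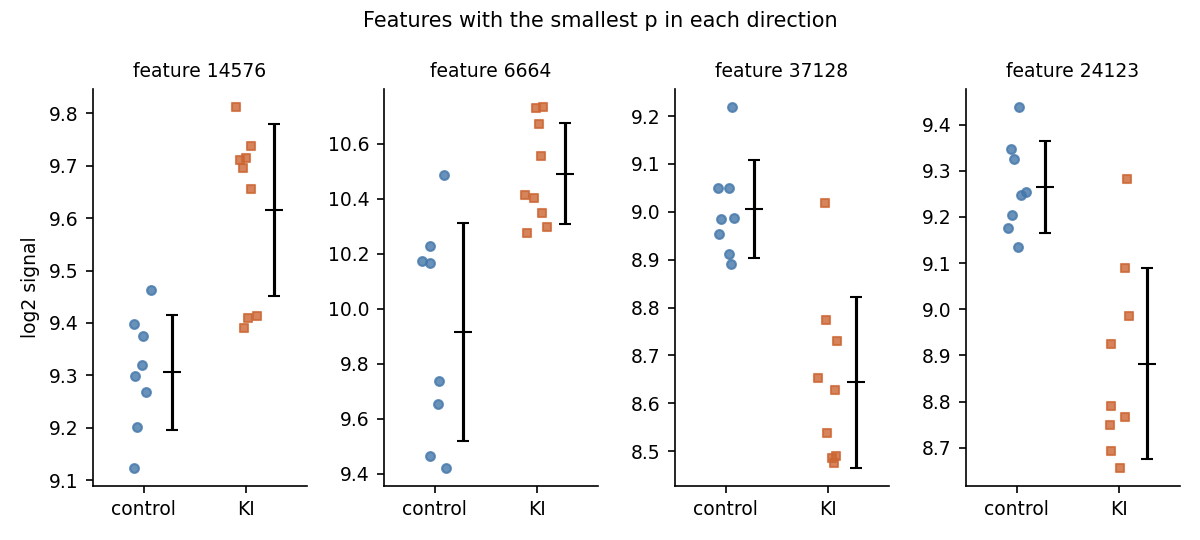
Log2 signal (vertical axis, with its own range in each panel) of the 4 features with the smallest p in each direction, 1 point per array, in 8 control arrays (circles) and 9 KI arrays (squares), with the mean and SD of each group as a bar. Features 14576 and 6664 have higher means in the KI group and features 37128 and 24123 lower ones, and the adjusted p of each was 0.923.

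A call appeared when a single array was left out. Without KI replicate 3, 1 feature passed, feature 17641, which was lower in the KI group by a difference of -0.64 ± 0.08 (SE, adjusted p = 0.0124 with limma). Without KI replicate 8, 1 other feature passed, feature 4277, with a difference of -0.64 ± 0.08 (SE, adjusted p = 0.0124 with limma). Both features were chosen after their values were seen. In each case the array left out lay above the mean of the control group, at 9.32 against 8.44 for feature 17641 and at 11.70 against 11.44 for feature 4277.

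Many of the most variable features were sets of near-identical profiles. Among the 1240 tested features with an SD of at least 0.5 over the arrays, 528 fell into 35 sets of 8 or more features whose values nearly coincided on every array. The median SD between the features of a set within an array was 0.15. Of these sets, 7 with 224 features in all lay at stepped levels between 7.75 and 15.86 and moved together, with a correlation of at least 0.991 over the 17 arrays. They were lower by 1.82 to 2.48 on the log2 scale in 6 arrays, which were 4 of the 8 controls (replicates 5 to 8) and 2 of the 9 KI arrays (replicates 8 and 9). The mean of the 7 sets differed between the groups by 0.66, with an exact permutation p of 0.215 (two-sided). Another set, of 10 features, ranged from 7.82 to 16.57 between arrays and had a log2 signal of 11.53 ± 2.32 (SD, n = 8) in the control group and 10.85 ± 2.46 (SD, n = 9) in the KI group (exact permutation p = 0.572, two-sided). Over the 35 sets, the exact permutation p of the difference between the groups was under 0.05 for 2, both higher in the KI group, by 0.57 (p = 0.0469) and 0.53 (p = 0.0489), and the smallest adjusted p over the sets was 0.432. Both of these sets were highest in KI replicate 3 and next in KI replicate 8, so they are not taken as separate results. Other sets had the same 2 highest arrays, with exact permutation p between 0.0548 and 0.212. How closely these sets follow each other over all arrays was not reported.

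**Figure D3:**
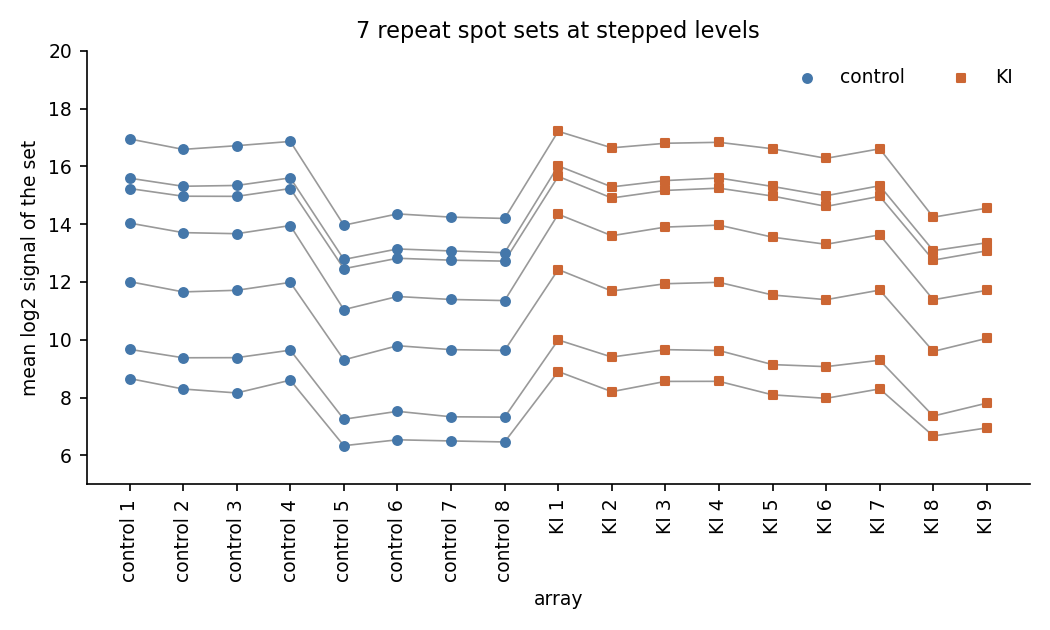
Mean log2 signal (vertical axis) of each of the 7 sets of near-identical features at stepped levels in the 17 arrays (horizontal axis), with control arrays as circles and KI arrays as squares, and a line joining the values of 1 set. In 6 arrays, control replicates 5 to 8 and KI replicates 8 and 9, the sets lie lower by 1.82 to 2.48.

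Principal components were compared to ask how far the arrays fell apart by group. On the 500 most variable features, component 1 held 53.35% of the variance, and its mean score was 5.66 ± 19.5 (SD, n = 8) in the control group and -5.03 ± 14.5 (SD, n = 9) in the KI group (exact permutation p = 0.192, two-sided, adjusted p = 0.577 over 3 components). Components 2 and 3 held 11.84% and 8.07%, with adjusted p of 0.832 and 0.996 by the same exact test. Component 1 parted the arrays into the same 6 and 11 arrays as the stepped sets. With each set averaged to 1 value, a choice made after seeing the data, component 1 held 18.73% and component 2 held 16.98%. The adjusted p of the exact test was then 0.858, 0.150 and 0.858 for components 1 to 3.

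**Figure D4:**
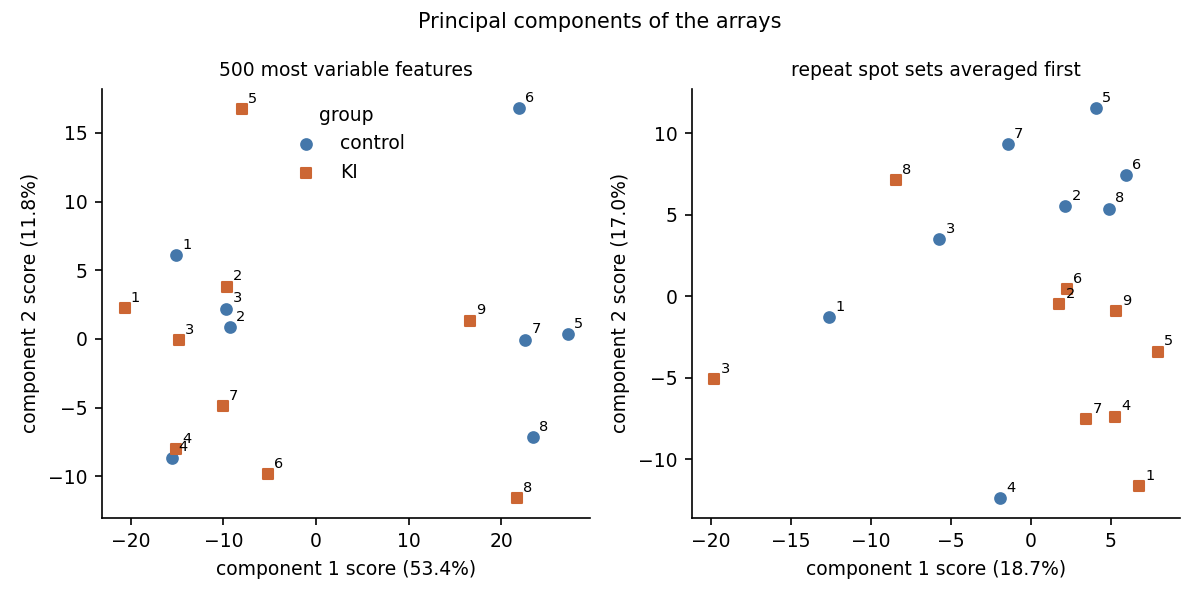
Scores of the 17 arrays on component 1 (horizontal axis) and component 2 (vertical axis), labelled by replicate number, with control arrays as circles and KI arrays as squares, for the 500 most variable features (left) and with each set of near-identical features averaged first (right). On the left 6 arrays score between 16.6 and 27.2 on component 1 and the other 11 between -20.7 and -5.2.

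The low side of the stepped sets held 4 of 8 control and 2 of 9 KI arrays (Fisher's exact p = 0.335, two-sided), and 17 arrays are too few to show that side and group are unrelated. The KI comparison was therefore repeated within the sides, a choice made after seeing the data. With the side as a block, limma gave 0 features at an adjusted p of 0.05 and 4.10% of features at an unadjusted p of 0.05. Within the 11 arrays of one side (4 control, 7 KI) it gave 0 features and 4.58%, and within the 6 arrays of the other side (4 control, 2 KI) 0 features and 3.90%.

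A sparse partial least squares discriminant analysis (sPLS-DA), the method used in the study to rank genes, was run to ask whether features chosen on 16 arrays could place the remaining array in its group. With 10 features kept, 11 of the 17 arrays were placed in the wrong group, an error of 64.7% (95% exact Clopper-Pearson interval 38.3 to 85.8%, which treats the rounds as independent). The wrongly placed arrays were 6 control and 5 KI arrays. Over 100 relabellings of the arrays the median error was 52.9%, and 76 of them gave an error as low or lower (permutation p = 0.762). A total of 89 features were kept in at least 1 round and 2 in every round.

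The position of features on the array was examined because KI replicate 1 stood apart in its low signals. Its deviations from the mean of the 17 arrays correlated at 0.339 between features one row apart, against 0.156 or less in the other arrays. In the map of its deviations, the median of a block of 12 by 4 features ran from -0.28 to 0.80, against -0.17 to 0.21 in KI replicate 2. With the part that follows the position removed from every array, a choice made after seeing the data, limma gave 0 features at an adjusted p of 0.05 and 5.08% at an unadjusted p of 0.05. Without KI replicate 1 it gave 0 features and 3.41%.

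**Figure D5:**
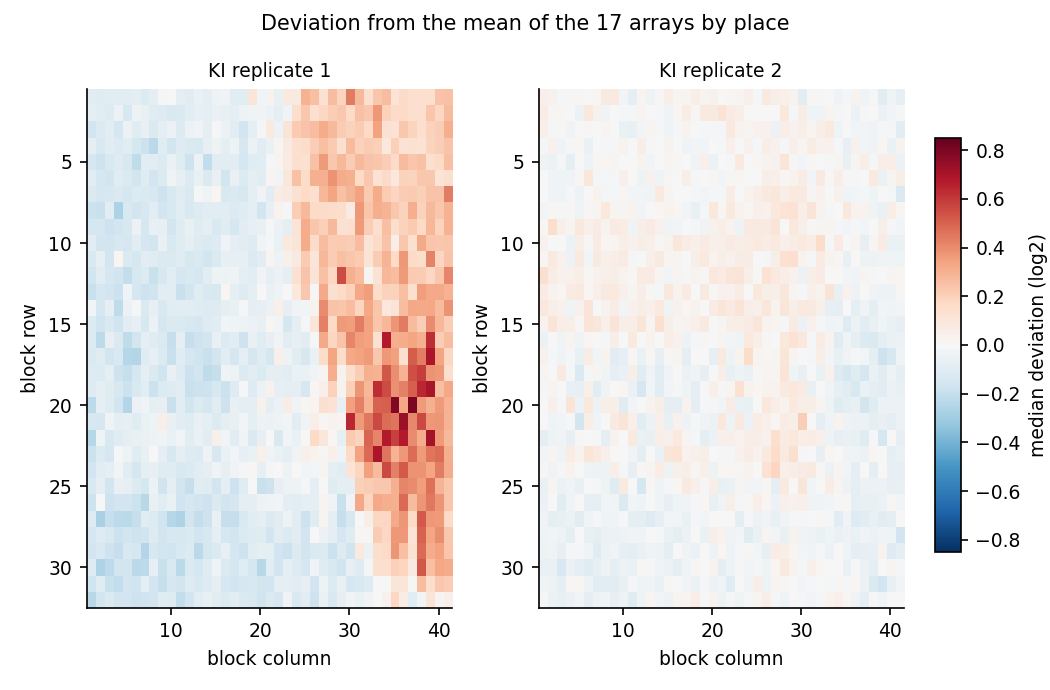
Median deviation from the mean of the 17 arrays (log2, colour) in blocks of 12 by 4 neighbouring features, by block column (horizontal axis) and block row (vertical axis), in KI replicate 1 (left) and KI replicate 2 (right). The blocks of KI replicate 1 range from -0.28 to 0.80, with the high ones together on the right of the map, and those of KI replicate 2 from -0.17 to 0.21.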

Values the study reported

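The study reported that 94 genes differed in the cortex between the KI and saline groups, by a t-test at a Q-value below 0.05.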

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

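Tests chosen after their result was seen were those of the treatment, the added control RNA, the features beyond it and the replicate order for component 1, of position for KI replicate 1, of repeat spots, chance pairing and the treatment in both arrays for the shared features, and the count of splits by adjusted p. Of 14 quantities in both groups, 28 sets of values were examined for a lone array, and 9 were found. Chance gives about 1 in 20 for a single set of values. The 9 came from control replicate 2, KI replicate 1 and KI replicate 3, on quantities that partly depend on each other. They are thus not independent, and the chance rate does not measure how far they exceed it.

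Control replicate 2 stood apart from the other controls in its low signals. Its first quartile was 5.966 (next highest 5.615), its median 7.781 (next 7.515), its mean correlation with the other arrays 0.9741 (next lowest 0.9894), and 5575 of its features lay under 5 (next 1404). These values are over all features, and the next ones are those of other controls. Among the KI arrays, KI replicate 1 had 3624 features under 5 and KI replicate 8 had 3096. Over the tested features the mean correlation of control replicate 2 was 0.9845, above control replicate 4 at 0.9829. KI replicate 3 had a score of -21.09 on component 3, where the next lowest was -6.944.

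KI replicate 1 stood apart from the other KI arrays, with a first quartile of 5.819 (next 5.686), a median of 7.594 (next 7.520), a mean correlation with the other arrays of 0.9839 (next 0.9888) and a correlation between neighbouring features of 0.3386 (next 0.1556). An effect of position on the array may account for part of this, since its deviations correlated at 0.339 one row apart and the smooth part held 26.1% of their variance, against at most 6.96% in any other array. With that part removed its mean correlation over all features rose to 0.9869, still below the lowest of the arrays other than control replicate 2, 0.9893. Over the tested features, with position left in, its mean correlation was 0.9842, above control replicate 4 (0.9829) and KI replicate 3 (0.9834). By this measure it thus stood apart only with the dimmer features included. A difference of that animal or its RNA stays open beside position, with that limit.

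Component 1 parted control replicates 5 to 8 and KI replicates 8 and 9 from the other 11 arrays. The KI treatment is argued against, since the controls alone were parted by 31.2 while the group means differed by 10.7. Position and a normalization trend were tested on another component, component 1 of all tested features, which held 22.35% of the variance. It parted the same arrays, with KI replicate 9 lowest on one side at 12.5 and KI replicate 6 highest on the other at -0.96. Its loadings correlated at 0.039 between neighbours, and 0.48% of their variance followed mean signal. These values argue against position or a trend as the main source of that component. Both values depend most on the features with the largest loadings, so a smaller part that follows position or signal could be hidden. The component of the most variable features was not tested for position or a trend. An unequal amount of control RNA added at labelling is a candidate explanation, though the spots are unnamed. On the component of the 500 most variable features, 92.0% of the squared loadings lay in the 7 stepped sets. All 224 features of these sets are among the 500, so this share shows which features vary and does not test the cause. Outside the sets 97 features parted the same arrays, against a median of 2 over 100 random choices of 6 arrays, 1 of which reached 108, so whether a further difference exists is not settled. The 6 arrays are the last-numbered of each group, which a share of 0.000397 of choices would be, and a litter or handling batch cannot be told apart because the labels give neither.

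Control replicate 6 and KI replicate 5 shared 10 features that lay above every other array by more than 1 on the log2 scale. Crowding on the array is argued against, as 0.907 of random feature sets lay as close together. All 10 lie in 1 set of near-identical features, the one described above that ranged from 7.82 to 16.57 between arrays. The 10 features may be repeat spots of 1 probe, since in the other 15 arrays they differed from each other by an SD of 0.149 while their mean varied by an SD of 1.53 between arrays. The count then says little about chance pairing: control replicate 8 and KI replicate 7 also shared 10 features, and 10 spots of 1 probe count once. Control replicate 6 was not treated, so the KI treatment cannot be the cause in that array. It lay 6.05 above the mean of the other 15 arrays, whose highest deviation was 2.37. The features were picked for being high in it, so this excess is not a test of the treatment. The other 8 KI arrays differed from the other 7 controls by a median of -0.546. That value is within the SD of 1.53 between arrays and met neither outcome set in advance. Whether the treatment had a part in KI replicate 5 is therefore not decided.

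Other splits of the 17 arrays were compared with the real one. The count of features past an adjusted p of 0.05 decides nothing, since the real split gave 0, which all 100 splits reach by construction; the highest other gave 611. As large a share at an unadjusted p of 0.05 came from 35 of the 100 splits, the real one (5.21%) included, and the highest other was 17.6%. Chance can therefore not be excluded for the share. Over the other splits the share ran from 0.33% to 17.6%, with a median of 4.21%, so the share to be expected with no effect is only loosely fixed. Any call at an adjusted p of 0.05 came from 2 of the 100 splits. The split with 611 features was picked as the highest. Its exact permutation p on components 1 to 3 with the sets averaged was 0.0106, 0.158 and 0.0625. Because the split was picked for its count, these values do not decide whether it follows a structure of the arrays.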

How the results depend on the processing

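Settings chosen after the data were seen were the removal of position effects, leaving out control replicate 2 and KI replicate 1 together, the sides of component 1, and averaged repeat spot sets. The count of features past an adjusted p of 0.05 was 0 in 31 of 33 other settings. Leaving out 1 array gave 0 to 1 features, with 1 without KI replicate 3 and 1 without KI replicate 8. The share at an unadjusted p of 0.05 was 11.98% with array weights, where the smallest adjusted p was 0.121, and 3.41% to 8.43% with 1 array left out. It was 8.43% without control replicate 4, 8.01% without KI replicate 8 and 3.41% without KI replicate 1. In the remaining settings it lay between 3.54% and 5.70%. The cause was not tested. The 4 named features kept their direction in all 31 settings that gave them a value, with none past the threshold. Component scores and sPLS-DA error (70.6% with 5, 25 or 50 features) stayed on the same side of the threshold or within the spread.

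The replicate block, fitted without KI replicate 9, which has no control of its number, gave 0 features and 5.70% at an unadjusted p of 0.05. The fit without that array and without the block gave 3.92%. The numbers were not taken to pair the arrays, as not every pair passed 0.1: correlations of deviations between same-numbered arrays ran from -0.126 to 0.328 (median 0.108, 4 of 8 over 0.1, 6 above 0), and 1 of 8 controls correlated best with its own number. A fit with surrogate variables was tried and then left out, because its tool could not be loaded when the results were rebuilt, so its values are not given. Gene lists, list scores and region markers, with their alternatives, were not run for lack of gene names. Signal over background was not given, so its limit on dim features is unknown.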

Other observations

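With limma, 0 features passed an adjusted p of 0.05 here, with 1640 at an unadjusted p of 0.05, and the unmoderated test gave 0. That is lower than the value quoted from the study above. The count here is of unnamed features, with control and repeat spots among them, after Benjamini-Hochberg adjustment. The study counted genes by a Q-value, and its methods describe more animals per group than there are arrays here. A Q-value was not computed here. The smallest adjusted p from limma was 0.923, and at an unadjusted p of 0.001 it counted 14 features, against 31.5 on average with no effect. With so few small p-values, the form of adjustment is argued against as the reason for 0 calls on these arrays. With the 35 sets averaged limma gave 0 after adjustment, which argues against those sets as the reason. Repeat spots outside those sets stayed in the fit. The other differences were not tested.

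The 28 sets of near-identical features outside the stepped ones held 304 features. The set with the widest range between arrays ran from 7.82 in the lowest array to 16.57 in control replicate 6, and its exact permutation p for the KI comparison was 0.572. It is the same set that holds the features shared by control replicate 6 and KI replicate 5.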
